A study of Homo sapiens with 2 samples. Its data were reported in "ZNF300 promotes chemoresistance and aggressive behaviour in non‐small‐cell lung cancer" (2020).

How the data were processed

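RNA of the human lung adenocarcinoma line A549 and of A549/DDP, a cisplatin-resistant line derived from it, was measured on Affymetrix HG-U133 Plus 2.0 arrays, with 1 array for each line. The arrays were assigned to A549 and A549/DDP by the sample titles and phenotype labels. A free-text description of the A549/DDP sample also speaks of ZNF300 overexpression, which its title does not, and the title was followed. Both lines were detached with trypsin before RNA extraction, per the labels.

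The deposited value table holds 1 value for each of 54675 probe sets and array, on a log2 scale made by the authors. The submitters' processing notes name MAS5 and affy, with no version given, whereas the methods of the study name another normalization, SCAN with UPC. The values themselves had the properties of MAS5 signals: after leaving out 2% of the probe sets at each end, the mean signal on the linear scale was 500.1 on both arrays, and the lowest values were 0 on the log2 scale. Medians were 6.22 for the A549 array and 6.19 for the array labelled A549/DDP. The values were therefore used as deposited, as log2 MAS5 signals scaled to a common mean by the authors. MAS5 signals scatter widely at low brightness, because a mismatch signal is subtracted from each probe.

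A further table holds fold ratios that the authors deposited, and its header names A549-LV5 and A549-ZNF300, which are other cells than those on the 2 arrays. Its ratio column divides A549-LV5 by A549-ZNF300. Its 4 columns of per-sample signals and calls were not used. The ratios could not stand in for folds between A549 and A549/DDP.

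Of the 54675 probe sets, 41097 had 1 gene in the platform annotation, 1801 had several and 11777 had none listed. Only the first kind was named. Through the gene ID, 41043 of the 41097 were matched to current RefSeq symbols (GRCh38.p14), and that table was used for names, chromosome membership and gene order only. The 62 Affymetrix control probe sets were left out of gene counts. A gene took its probe set with the highest mean of the 2 log2 values. The floor was the array's median over probe sets other than controls, 6.22 for A549 and 6.18 for A549/DDP. Values under the floor were raised to it, and the fold is then a lower bound. A gene was called expressed when it reached the floor on at least 1 array, and a gene under the floor on both had no fold.

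With 1 array for each line there was no spread between replicates, and no p-value for a difference between the lines was computed. A difference of 3-fold in either direction was taken as threshold, as in the study. For a gene list, the median log2 difference of its expressed genes was placed among the medians of 10000 random lists of the same size, drawn with replacement from expressed genes in the same of 20 bins of mean signal. A list was said to stand apart under the 2.5 or over the 97.5 percentile. The Benjamini-Hochberg procedure at 0.05 was applied over the fixed lists with at least 5 expressed genes. It used the share of random lists as extreme in either direction. These percentiles and shares describe these 2 arrays and do not test the lines. Genes were drawn singly, so co-regulation within a list and genes shared between lists were not taken into account. Neighbouring genes were compared in windows of 25 consecutive expressed genes along a chromosome, beside 100 shuffles of the gene order. Y-linked genes and XIST were left out of that step.

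The gene lists, the threshold, the floor and the alternatives were fixed before the data were examined. So was the rule for named genes: all genes that the text of the study discusses, the 12 genes with the largest fold in each direction among those whose brighter value was over the 75th percentile of its array, and up to 4 genes with the largest fold in each list. Lists of immediate-early genes, YAP targets, proteasome subunits and BMP targets were added after the data had been examined. Alternatives were median centring, quantile normalization, loess of the difference on the mean (span 0.3, 3 robust iterations), no floor, floors at the 25th and 75th percentile, the median over a gene's probe sets, leaving out probe sets marked _x_at or _s_at, the dimmest probe set above the floor, thresholds of 2-fold and 5-fold, list means, and a background of all measured genes.

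The steps were tested on simulated data with the scatter of the real arrays at each brightness, over 13290 expressed genes. Of 50 genes changed 8-fold, 50 passed the 3-fold threshold; of 50 changed 4-fold, 40 did; of 50 changed 3-fold, 25 did; and of 50 changed 2-fold, 2 did. Of 13090 unchanged genes, 177 passed. The changed genes were all drawn from bright genes, those with a mean signal over the highest of the floors tried. The counts of changed genes therefore describe bright genes only. They do not show how often changes are recovered in dimmer genes, ZNF300 among them, whose fold the floor can shorten. Of 200 random lists, 9 stood apart, and of 50 lists shifted by 1 on the log2 scale, 50 did. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The number of arrays limits the precision of every value.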

Results

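Gene expression was profiled in A549, a human lung adenocarcinoma line, and in A549/DDP, its cisplatin-resistant derivative, to find genes whose expression differs with resistance. Each line was measured on 1 array, so no value has a replicate. Of 19775 measured genes, 13159 were expressed on at least 1 array. The ratio of 3' to 5' signal for GAPDH, a sign of RNA integrity, was 1.05 on the A549 array and 1.02 on the array labelled A549/DDP. For ACTB the ratios were 4.21 and 3.70. Probe sets of 1 gene differed among themselves with a median SD of 0.38 on the log2 scale, over 6570 genes with at least 2 probe sets above the floor.

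ZNF300, the zinc-finger gene that the study selected, was lower on the array labelled A549/DDP. This direction is opposite to that of the study, and directions below are therefore given for the array labelled A549/DDP. The direction of the study rests on more than the arrays, since it reported higher ZNF300 in A549/DDP by RT-PCR and by Western blotting too. ZNF300 was read by 1 probe set, with a log2 signal of 7.59 on the A549 array and 5.76 on the other. The latter lay under the floor, so ZNF300 was at least 2.65-fold lower, a log2 difference of -1.41 that did not reach the 3-fold threshold. Without the floor the difference was -1.83, past the threshold. Among 4383 probe sets of like brightness, the central 95% of differences ran from -1.90 to 1.80, which holds the value of ZNF300.

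Across the expressed genes, 281 were at least 3-fold higher and 287 at least 3-fold lower on the array labelled A549/DDP. The median difference was 0.00 and the SD over genes was 0.74. Among bright genes, the largest increases were in E2F7 (14.4-fold), CDC45 (at least 14.2-fold), ADGRL2 (13.9-fold), LAYN (at least 13.6-fold), LOC105379499 (12.7-fold), CA8 (12.4-fold), SLC7A2 (at least 11.2-fold), WT1 (10.8-fold), E2F8 (10.3-fold), HJURP (9.60-fold), SUSD5 (at least 9.51-fold) and NCAPH (9.06-fold). E2F7 and E2F8 are transcriptional regulators of the cell cycle, CDC45 is a replication factor, and HJURP and NCAPH act on mitotic chromosomes. The largest decreases were in NR4A2 (70.8-fold), EGR1 (40.8-fold), GLRX (21.7-fold), ST6GALNAC3 (19.8-fold), NR4A1 (at least 18.9-fold), ATF3 (17.8-fold), CCN2 (16.5-fold), CXCL8 (14.7-fold), MAOA (at least 14.4-fold), KCNT2 (at least 14.1-fold), PNPLA4 (at least 12.4-fold) and ABI3BP (12.1-fold). NR4A1, NR4A2, EGR1 and ATF3 encode transcription factors induced within minutes of a stimulus. For such genes, a stimulus at harvest and a lasting difference between the lines cannot be told apart with 1 array per line. Of 274 genes past the threshold with at least 2 probe sets above the floor, 245 had the same sign in all of them. The counts depend on the floor: without it, 1720 genes were higher and 1935 lower. Of 77 named genes past 3-fold, 19 were under it with another choice of probe set and the floor applied. With the dimmest probe set above the floor, WT1 (0.61), MAOA (-1.15) and KCNT2 (-0.17) had values that are bounds set by the floor. Before it was applied, all their probe sets above the floor passed 3-fold, the weakest at 3.43, -3.15 and -4.25. E2F7 (0.51, median over probe sets) had 1 of 2 probe sets above the floor. In others, such as ATP7A (-2.12 and -0.39), the probe sets themselves differed. With the floor at the 75th percentile, 30 of the 77 were under 3-fold, among them CDC45, LAYN, CA8, SLC7A2, WT1, E2F8, SUSD5, MAOA, KCNT2, PNPLA4, RAD54L, BLM, PKMYT1, CDC25A, ATP7A, APAF1, IGFBP7, JUP, FBN2, OAS1, FGA, STAT4, NPTX1, ZNF467, ZNF614 and ZNF432.

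**Figure D1:**
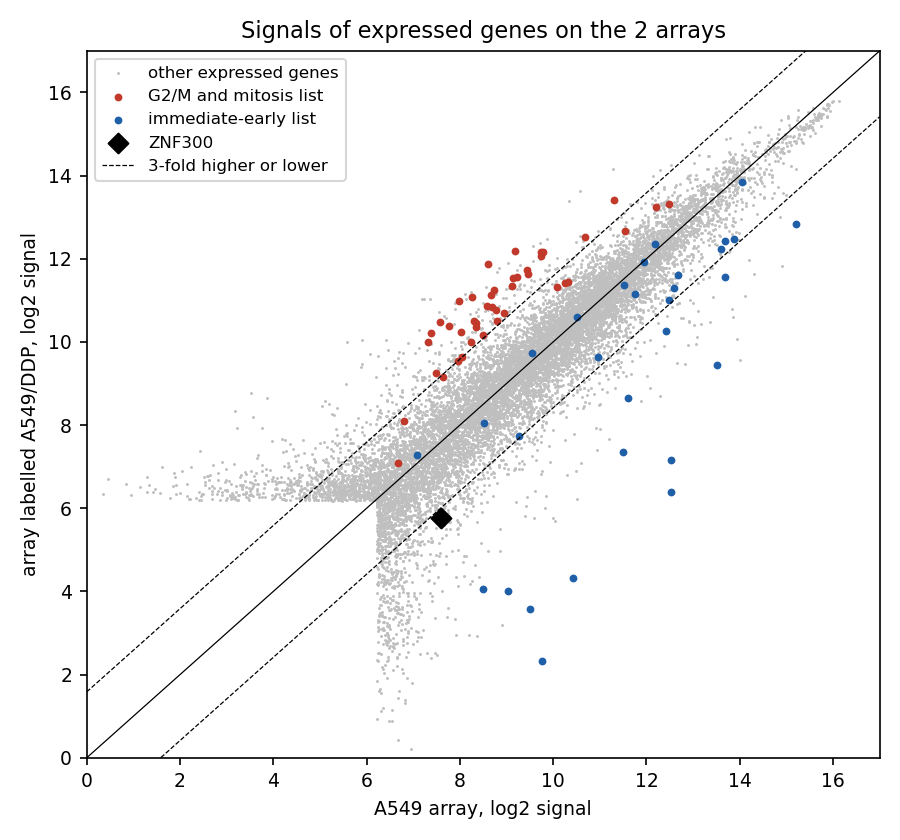
Log2 signal of each expressed gene on the A549 array (x axis) and on the array labelled A549/DDP (y axis), as deposited, with 1 point for each gene and dashed lines at 3-fold. Genes of the G2/M and mitosis list lie above the diagonal, 34 of 43 of them past the upper dashed line once the floor is applied, while 13 of 30 immediate-early genes, a list added after the data were examined, are at least 3-fold lower and ZNF300 lies below the diagonal.

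Cell cycle genes were higher on the array labelled A549/DDP. Of 43 genes of G2/M and mitosis, 34 were at least 3-fold higher and 0 at least 3-fold lower, with a median log2 difference of 2.16, a fold of 4.47. The central 95% of random lists ran from -0.20 to 0.22. HJURP, a chaperone of centromeric histone, was 9.60-fold higher, the mitotic exit activator CDC20 8.05-fold, the spindle factor TPX2 8.02-fold and the checkpoint kinase TTK 7.58-fold. Of 45 genes of G1/S and replication, 31 were at least 3-fold higher and 0 at least 3-fold lower, with a median of 1.73. UHRF1, which guides maintenance DNA methylation, was 8.40-fold higher.

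The list of CDK1 and its regulators, which the study followed, also stood apart, with a median of 1.41 over 10 expressed genes. The study picked most of these genes itself, on arrays of A549-ZNF300 cells and their control. CDK1, AURKA, BORA, PLK1 and CDC25C are also in the list of G2/M and mitosis. The list is therefore not evidence independent of that one. CDK1, the kinase that drives entry into mitosis, was 4.27-fold higher, AURKA 4.49-fold, CDC25A 5.84-fold and PKMYT1 3.42-fold. With the dimmest probe set above the floor, CDK1 (at least 1.02), AURKA (at least 0.53) and CDC25A (at least 0.64) were under 3-fold. These values are bounds set by the floor. Before it was applied, every probe set of theirs above the floor passed 3-fold, from 2.10, 1.88 and 2.49 upward. Such differences are uncertain where a value under the floor enters. BORA was 2.89-fold higher, PLK1 1.33-fold and WEE1 1.07-fold, while MYC was 1.20-fold lower, all under the threshold. The kinase that the study calls MYT1, an inhibitor of CDK1, is the product of PKMYT1. The gene that carries the symbol MYT1 encodes another protein, is in the list by its symbol alone, and was under the floor on both arrays. The list's median ranged from 0.41 to 1.46 over the settings tried and stood apart in each. PCNA was 3.29-fold and E2F3 1.83-fold higher. Among the CDK inhibitors, 5 were expressed with a median of -0.57, inside the range of random lists. The direction was not stable: the median was 0.37 without the floor. CDKN1A was 1.66-fold lower and CDKN1B 1.32-fold higher, and CDKN2A and CDKN2B were under the floor on both arrays.

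**Figure D2:**
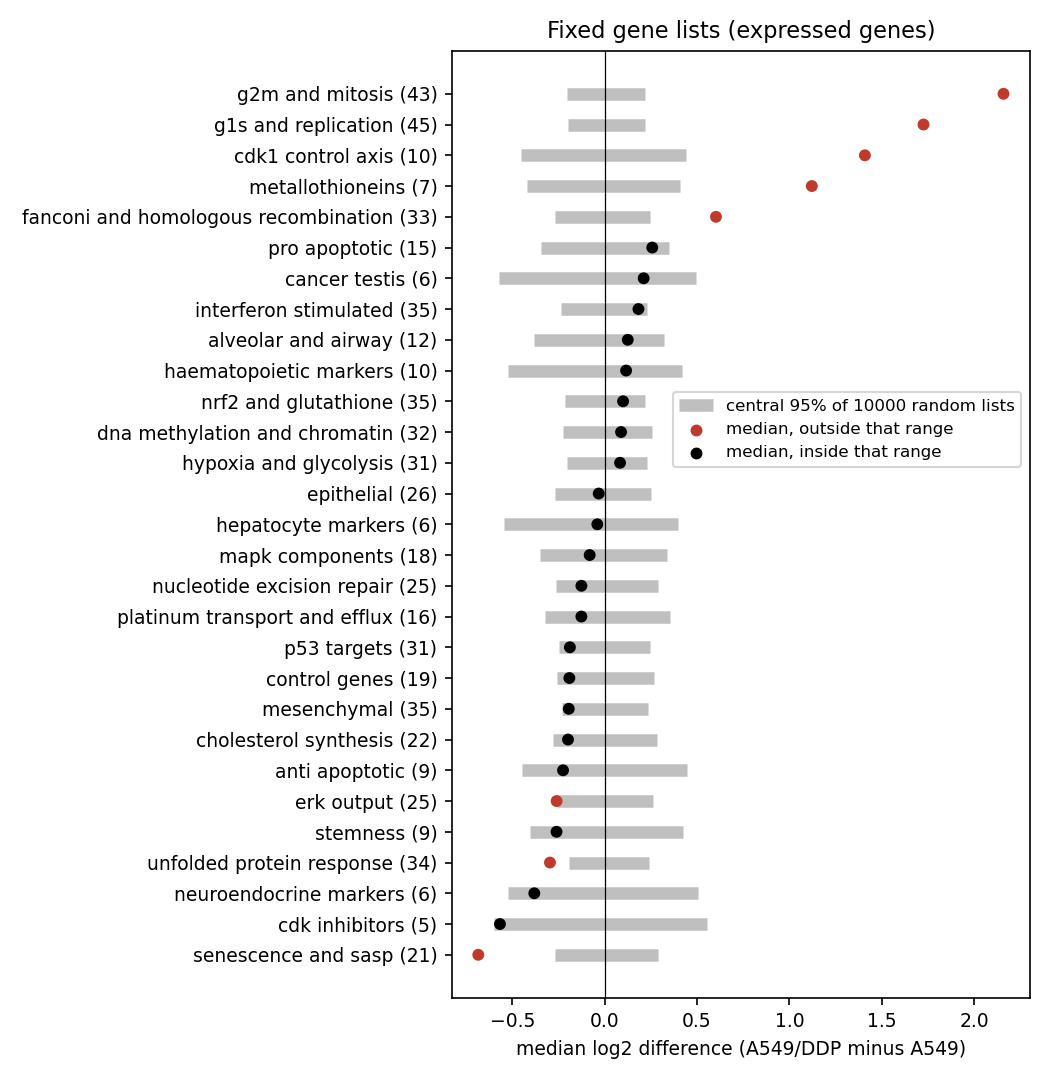
Median log2 difference between the array labelled A549/DDP and the A549 array (x axis) for each of the 29 fixed lists with at least 5 expressed genes (number in brackets), with grey bars for the central 95% of 10000 random lists matched on signal. Of these lists, 5 lie above the bars and 3 below.

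Lists related to the handling of platinum and its DNA damage moved unevenly. Metallothioneins, cysteine-rich proteins that bind metal ions, stood apart with a median of 1.12 over 7 expressed genes, and 0 of them passed 3-fold. MT1G was 2.43-fold higher, MT1E 2.26-fold, MT1F 2.24-fold and MT1H 2.18-fold, and MT1F passed 3-fold with the median over its probe sets. The probe sets used for these 4 genes are of the _x_at kind, which can bind related transcripts, so the members cannot be counted as separate measurements. Genes of the Fanconi pathway and homologous recombination had a median of 0.60, with 5 of 33 at least 3-fold higher and 0 lower. RAD54L was at least 9.04-fold higher, EXO1 8.99-fold, BLM 7.68-fold and BRCA1 5.47-fold (1.31 on the log2 scale with its dimmest probe set above the floor). The median ranged from 0.45 to 0.90 over the settings tried and stood apart in each. The random lists were matched on signal only. Whether the shift of these repair genes is separate from the larger one of the cell cycle lists was not tested. Nucleotide excision repair genes (median -0.13, 25 genes) did not stand apart, with LIG1 2.87-fold higher and XAB2 2.79-fold lower. Of the mismatch repair genes 4 were expressed, with a median of 0.23. Platinum transport and efflux genes (median -0.13, 16 genes) lay inside the range of random lists. The copper exporter ATP7A was 4.34-fold lower by the brighter of its 2 probe sets above the floor, with differences of -2.12 and -0.39, so it was under 3-fold with another choice of probe set. ATP7B was 2.06-fold lower. NRF2 targets and glutathione genes had a median of 0.10 over 35 genes. CES1 was 8.50-fold lower and HMOX1 2.54-fold higher. Medians were -0.19 for p53 targets, -0.23 for anti-apoptotic and 0.26 for pro-apoptotic genes, all inside the range of random lists under the main settings. With the floor at the 75th percentile the p53 targets (-0.22) and pro-apoptotic genes (0.53) stood apart, while with the median over probe sets the pro-apoptotic median was -0.03. BCL2A1 was 6.81-fold and BIRC5 4.67-fold higher in the anti-apoptotic list, and APAF1 4.50-fold higher in the pro-apoptotic list. With the dimmest probe set above the floor BIRC5 (0.84) and APAF1 (at least 0.91) were under 3-fold. Before the floor was applied, the probe sets of APAF1 above it passed 3-fold, at 2.17 and 2.74.

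Secreted factors linked to senescence were lower on the array labelled A549/DDP. The list had a median of -0.68 over 21 expressed genes, below the random range of -0.27 to 0.29, with 3 genes at least 3-fold lower and 2 at least 3-fold higher. Over the settings tried the median ranged from -0.71 to -0.35, the weakest with the dimmest probe set above the floor, and stood apart in each. The chemokine CXCL8 was 14.7-fold lower, the cytokine IL6 8.88-fold and the matrix protease MMP2 5.40-fold, while IGFBP7 was 6.62-fold higher. MMP9 was 1.61-fold lower, and CXCL10 was under the floor on both arrays. Genes of the unfolded protein response had a median of -0.30 over 34 genes, with 3 at least 3-fold lower: ATF3 (17.8-fold), CHAC1 (at least 4.84-fold) and DNAJB9 (4.24-fold). That median ranged from -0.60 to -0.24 and stood apart in each setting. ATF5 was 1.23-fold lower. Output genes of the ERK pathway had a median of -0.26 over 25 genes and stood apart by percentile but not after the Benjamini-Hochberg procedure. Their 4 genes past 3-fold were EGR1 (40.8-fold), FOS (at least 4.96-fold), ETV4 (3.68-fold) and DUSP5 (3.36-fold), all lower. That list ranged from -0.67 to -0.05 and no longer stood apart under 5 of the alternative settings. Components of the MAPK cascades had a median of -0.08 and a mean of 0.08, both inside the random range, with 0 genes past 3-fold. Their 4 largest differences were increases, in HRAS (2.75-fold), MAPK11 (2.17-fold), MAP2K1 (1.71-fold) and MAP3K1 (1.67-fold). The 2 probe sets of MAPK11 above the floor went in opposite directions. MAPK3 was 1.33-fold lower. Of the 29 lists, 8 stood apart and 7 did so after the Benjamini-Hochberg procedure, and some of these lists share genes.

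Lists of cell identity lay inside the range of random lists under the main settings, with the exceptions under other settings given beside them. The epithelial list had a median of -0.03, which turned to 0.00 after median centring and 0.06 without the floor, with the junction protein JUP 4.76-fold lower and DSP at least 4.33-fold higher. The mesenchymal list had a median of -0.19. It stood apart under 4 of the alternative settings, among them no floor, where the median was -0.28. CCN2 was 16.5-fold and CCN1 5.16-fold lower, and the microfibril gene FBN2 was 8.25-fold higher, but under 3-fold (at least 0.61) with the median over its probe sets. Medians were 0.13 for alveolar and airway genes (-0.04 with the median over probe sets), -0.26 for stemness genes (-0.59, standing apart, with the median over probe sets), 0.18 for interferon-stimulated genes, 0.21 for cancer-testis genes, -0.20 for cholesterol synthesis and 0.08 for hypoxia and glycolysis, all inside the random range under the main settings. IFITM1 was 6.11-fold and OAS1 4.51-fold lower. DNA methylation and chromatin genes had a median of 0.09 (0.31, standing apart, with the dimmest probe set above the floor), and 4 of 32 were at least 3-fold higher: UHRF1 (8.40-fold), HELLS (5.23-fold), EZH2 (4.12-fold) and DNMT1 (3.02-fold, and under 3-fold after loess). Control genes had a median of -0.19 on the deposited values and 0.00 after quantile normalization. TUBB was 2.14-fold and ACTB 1.38-fold higher.

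Most endothelial, fibroblast and squamous markers were under the floor, while 10 of 17 measured haematopoietic, 6 of 12 neuroendocrine and 6 of 12 hepatocyte markers were over it. The floor is the array's median, so a value over it does not by itself show that a marker was present. Medians were 0.12 for 10 expressed haematopoietic, -0.38 for 6 neuroendocrine and -0.04 for 6 hepatocyte markers, inside the random range. By the mean in place of the median, the neuroendocrine (-0.77) and hepatocyte (-0.77) markers stood apart. The lists of endothelial (2 expressed genes), squamous (2), fibroblast (3) and neighbouring CDKN2A-region genes (3) were too short to be placed; their medians were 0.56, 0.61, 0.04 and -0.32. ITGB3, an integrin, was 5.66-fold lower by its brightest probe set. Its 7 probe sets above the floor were all lower, by differences from -2.78 to -0.06, and their median was under 3-fold (-1.45). The granin CHGB was 4.54-fold lower, and the fibrinogen genes FGA and FGG were at least 6.37-fold and 4.57-fold lower. STAT4 was 7.33-fold lower and STAT3 1.10-fold lower. SPI1 and NANOG were under the floor on both arrays. Of the 33 gene symbols listed for the genes of the study, with both PKMYT1 and MYT1, 5 were not analysed here.

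The study's candidate panel was compared at its 3-fold threshold. Of 138 genes listed, 132 were measured and 117 expressed, of which 21 were at least 3-fold higher and 17 at least 3-fold lower on the array labelled A549/DDP. The panel was chosen by the study on these arrays, so the counts are not independent evidence. SLC7A2 was at least 11.2-fold, E2F8 10.3-fold, HJURP 9.60-fold and NPTX1 8.50-fold higher. When each gene took the probe set with the largest difference and no floor, a setting added after the data were examined, 69 were higher and 60 lower. Of the measured genes, 22 had probe sets at least 3-fold apart in both directions.

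Genes of the ZNF family as a whole were slightly lower. Over 329 expressed genes the median was -0.17, below the random range of -0.10 to 0.07, and 61.1% of the genes were lower. Only 3 were at least 3-fold higher and 9 at least 3-fold lower. ZNF467 was 11.6-fold, ZNF614 7.61-fold and ZNF432 5.20-fold lower, and ZNF22 was at least 4.86-fold higher. ZNF467 (-0.42) and ZNF614 (-0.75) were under 3-fold with the median over probe sets, which takes in probe sets under the floor. ZNF22 (at least 0.72) was under 3-fold with the dimmest probe set above the floor. Before the floor was applied, the probe sets above it passed 3-fold: -3.54 in ZNF467, -2.93 and -2.00 in ZNF614, and 2.96 and 3.30 in ZNF22. ZNF300 was among the 15 genes, 4.56% of the family, at or below its own value.

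Neighbouring genes differed together. Over 417 expressed X-linked genes the median was -0.63, a fold of 1.55, and 82.5% of the genes were lower on the array labelled A549/DDP. Medians of the 22 autosomes lay between -0.11 and 0.14. Among windows of 25 neighbouring genes, the lowest median was -1.03, for the stretch from TBCB to ZNF573. That stretch holds 21 zinc-finger genes, 19 of them lower. The highest window median was 0.67, for the stretch from IGFBP3 to ZNF117, which holds EGFR, and 22 of its 25 genes were higher. In 100 shuffles of the gene order, 0 gave a window as low or as high.

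**Figure D3:**
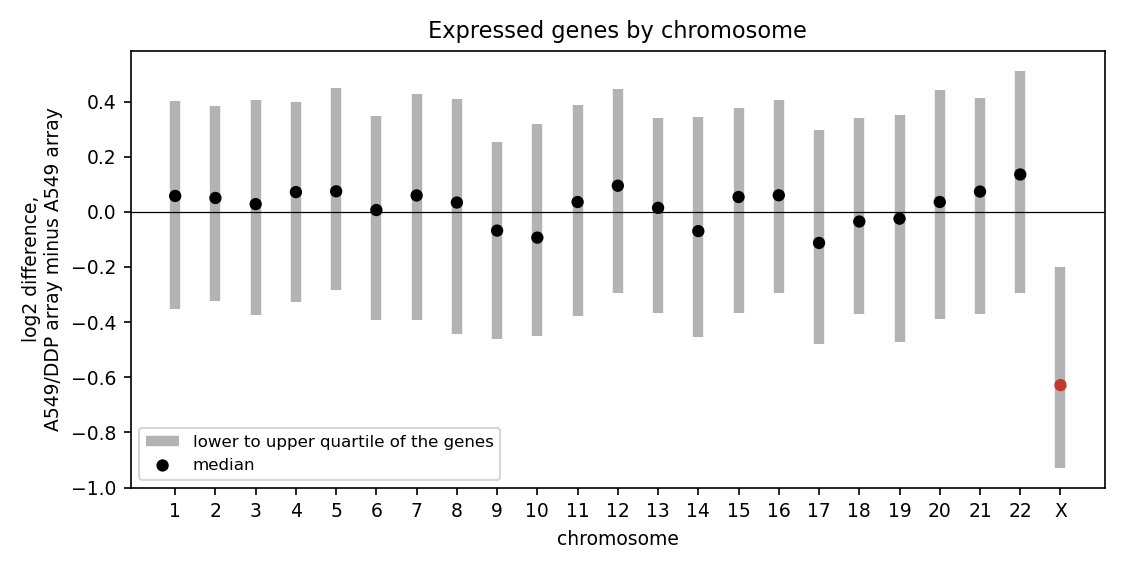
Log2 difference between the array labelled A549/DDP and the A549 array (y axis) of the expressed genes of each chromosome (x axis), with points for medians and bars from the lower to the upper quartile over genes. The X chromosome (red point) has a median of -0.63, while the autosomes lie between -0.11 and 0.14.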

Values the study reported

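At a fold change of at least 3, the study reported 77 upregulated genes with promoter hypomethylation and 63 downregulated genes with promoter hypermethylation in the resistant line. By RT-PCR it found 15 of the former upregulated and 25 of the latter downregulated.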

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

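The tests of exchanged labels, of scatter, of growth state, of YAP targets, of bright X-linked genes and of X chromosome copies were chosen after the results were seen, and those with loess and with the floor at the 75th percentile before.

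A signal appeared in data from which the differences between A549 and A549/DDP were not computed. In the authors' deposited table of other cells, ZNF300 was 26.9-fold higher in A549-ZNF300 than in A549-LV5 cells. The same probe set therefore registers a large difference in ZNF300 where one is present.

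ZNF300 was lower on the array labelled A549/DDP. Of the 132 measured panel genes, 72 had a probe set at least 3-fold lower and 79 one at least 3-fold higher, with 22 in both; with exchanged labels the first number would have to reach the study's count of upregulated genes less those not measured here, and both do. With each gene taken once, by its largest difference, 69 were higher and 60 lower, nearer to the study's counts with the labels as given. The first number reaches the upregulated count only if all unmeasured genes belong there, and the second then falls short of the downregulated count. This rule was chosen after the data were examined, and the probe set rule of the study is not given in the sources used here. The counts therefore do not decide, and the exchange stays open. The cell cycle genes (67 of 67) and the genes at least 3-fold higher (167 of 185) were mostly higher with ZNF300 overexpression in the authors' deposited table too, which goes with the labels as given only if A549/DDP resembles those cells, and over all 2868 shared genes r was 0.155. Scatter of dim probe sets may also account for the value, since 2.85% of 4383 probe sets of like brightness were as low, although that range includes real differences between the lines.

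Cell cycle genes were higher on the array labelled A549/DDP. After loess the G2/M and mitosis list kept a median of 2.16, and with the floor at the 75th percentile a median of 1.83, which argues against brightness-dependent scaling and against dim probe sets as the whole cause. A denser A549 culture could lower cell cycle genes. YAP targets, a list added after the data were examined, had a median of -0.13 over 19 genes. The 95% range over resampled members was -1.11 to 0.35. The test was set on the median, which does not decide. The mean of -0.37 lay below the random range for means, but the test was not set on it, and no conclusion is drawn from it. Different growth states on the day of harvest and a lasting difference between the lines cannot be told apart with 1 array per line.

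X-linked genes were lower on the array labelled A549/DDP. After loess the median was -0.61, and over 206 X-linked genes bright on both arrays it was -0.67, which argues against scaling and against dim probe sets. The shift covered the chromosome, with a median under -0.2 in 100% of 16 blocks of 25 genes. A candidate explanation is a lower number of X chromosome copies per cell in the line on that array; this remains a hypothesis, since copy number was not measured, and a chromosome-wide change in regulation would give the same values.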

How the results depend on the processing

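The setting without X-linked genes, the largest probe set for the panel, and all neighbourhood settings except loess were chosen after the data were seen. No paired analysis was possible because each line had 1 array. The authors' deposited ratios were not run as an alternative, since they compare other cells. ZNF300 has no value with the floor at the 75th percentile, and metallothioneins have too few genes without _x_at and _s_at probe sets. Single genes were followed over the settings only for the 172 named genes. None of these past 3-fold, and no list that stood apart, changed sign in a setting that gave it a value, whereas of 274 genes past 3-fold with at least 2 probe sets above the floor 245 had 1 sign in all of them. Over main results, 181 alternative values kept their direction and their side of the threshold or stayed within 1.5 times, and of 1424 values of named genes 1342 kept their side, 17 of these with a turned sign in 11 genes under 3-fold, 61 fell under the 3-fold threshold and 21 passed it. The counts moved most with the floor and with the fold threshold. Without a floor 3655 genes passed 3-fold, 1720 higher and 1935 lower; with the floor at the 25th percentile 1533, 673 higher and 860 lower; with the floor at the 75th percentile 249, 127 higher and 122 lower. At 2-fold 1781 genes passed, 807 higher and 974 lower, and at 5-fold 153, 79 higher and 74 lower. In the panel, 39 genes were higher and 29 lower without a floor, 33 and 27 with the floor at the 25th percentile, 7 and 11 with the floor at the 75th percentile, and 69 and 60 with the largest probe set and no floor. A lower floor admits more dim values by construction; the last panel setting changed the floor and the probe set together, and its cause was not tested. ZNF300 passed 3-fold without a floor and with the floor at the 25th percentile, at -1.83 in both. The ERK output list no longer stood apart after quantile normalization (-0.22), after loess (-0.24), without a floor (-0.26), with the floor at the 75th percentile (-0.26) and without _x_at and _s_at probe sets (-0.050); the cause was not tested. The number of fixed lists standing apart ranged from 6 to 11. Of 21 fixed lists inside the random range, 8 stood apart under at least 1 alternative: mesenchymal under 4 (no floor, the 25th percentile floor, the dimmest probe set and the list mean), and, under 1 each, stemness, p53 targets, pro-apoptotic, DNA methylation and chromatin, neuroendocrine, hepatocyte and, against all measured genes, CDK inhibitors (-0.57). CDK inhibitors had a median of 0.37 without a floor and with the 25th percentile floor and a mean of -0.08. Mean and median differed in sign in 6 fixed lists inside the random range: anti-apoptotic, haematopoietic, hypoxia and glycolysis, interferon-stimulated, MAPK components, and NRF2 and glutathione. Medians turned sign for epithelial, alveolar and airway, nucleotide excision repair, anti-apoptotic and pro-apoptotic genes under other probe set rules or floors. X-linked genes had medians from -0.67 to -0.52 over all settings tried.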

Other observations

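The lists of immediate-early genes, BMP targets and proteasome subunits, the comparison with the authors' deposited table and the panel setting with the largest probe set were chosen after the data were examined, and the panel, its threshold and its first counts before. Immediate-early genes, which cells switch on within minutes of a stimulus, were lower on the array labelled A549/DDP. Of 30 expressed members 13 were at least 3-fold lower and 0 higher, with a median of -1.44. With 1 array per line, a stimulus at harvest and a lasting difference between the lines cannot be told apart. This limit also bears on the ERK output and unfolded protein response lists, whose largest differences were in the members EGR1 and ATF3. Direct BMP targets had a median of -1.03 over 13 genes, which ranged to -0.45 with the dimmest probe set above the floor and stood apart in each setting. The BMP antagonist GREM1 was 6.65-fold lower and ID3 2.87-fold, and the transcription factor ATOH8 3.11-fold, but under 3-fold (-0.84) with the median over its probe sets. Proteasome subunits had a median of 0.44 over 27 genes, with PSMD1 2.90-fold and PSMC3 2.21-fold higher.

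Differences between the arrays were compared with those under ZNF300 overexpression in the authors' deposited table, which lists probe sets at least 2-fold apart. Over all 2868 expressed genes present in the authors' deposited table, Pearson's r across genes of the log2 differences was 0.155, a weak relation. Of 185 genes at least 3-fold higher and present in the authors' deposited table, 167 were higher in A549-ZNF300 than in A549-LV5 cells, 90.3%, against 43.4% of the 2537 genes under 3-fold. Of the cell cycle list genes, 67 of 67 in the authors' deposited table were higher in A549-ZNF300 cells. Without the genes of these lists, 112 of 130 genes at least 3-fold higher were. The lists do not hold every cell cycle gene past 3-fold, NCAPH for example, so this count does not leave out the cell cycle. Of 146 genes at least 3-fold lower, 85 were lower in A549-ZNF300 cells in the authors' deposited table, 58.2%, against 56.6% of the genes under 3-fold. Genes are not independent replicates, and ZNF300 itself was lower on the array labelled A549/DDP.

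At the study's fold threshold, 21 panel genes were higher and 17 lower here. Both counts are lower than the microarray counts quoted from the study above. The methods of the study name SCAN with UPC and a filter on UPC values, whereas log2 MAS5 signals were used here. The counts of 21 and 17 also rest on the floor and on the brightest probe set of each gene. With the largest probe set and no floor, 69 genes were higher and 60 lower.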
